A study of Mus musculus with 10 samples. Its data were reported in "The liver-enriched lnc-LFAR1 promotes liver fibrosis by activating TGFβ and Notch pathways" (2017).

How the data were processed

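Livers of male Balb/c mice given carbon tetrachloride (CCl4), a hepatotoxin that produces fibrosis on repeated dosing, were compared with livers of mice given oil, both for 6 weeks. The labels describe each array as a biological replicate, with 5 CCl4 and 5 oil livers, 10 arrays in all. Total RNA was extracted with Trizol, amplified with a whole-transcript kit, labelled with biotin and hybridised to Affymetrix whole-transcript arrays. The series description and the probe table name the Mouse Exon 1.0 ST array, whereas the methods of the study name the Mouse Gene ST 1.0 array, and the probe table was followed here. The methods name GenePix for image processing. The software and settings for background correction, normalization and summarisation were not given in the sources used here.

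The authors deposited 1 log2 value per transcript cluster (probe set) and array, for 23332 probe sets. The scale is not stated, and log2 was inferred because the largest value, 13.4, lies below log2 of a 16-bit scanner maximum (16) and above its natural logarithm (11.1). Array medians ranged from 2.54 to 2.66, and the quartiles differed slightly between arrays, so that the deposited values were not forced to a common distribution. No detection calls and no scan batches were used here, so signal over background is unknown for each probe set, and the number of arrays limits the precision. Affymetrix intensities near background compress differences, and a fold change of a dim gene is then understated.

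Gene names came from the annotation table of the array platform. Of the 23332 probe sets, 14996 had 1 gene symbol, 1019 had several and 7317 had none. No gene was named from a probe set with several symbols. Symbols were compared through gene identifiers with an NCBI RefSeq table of assembly GRCm38.p6, used only for names and gene types, which changed 0 symbols. No coordinates are given, because the build of the array annotation was not given in the sources used here. Where a gene had several probe sets, the one with the highest mean over all 10 arrays stood for it, which gave 14860 genes. The lncRNAs that the study names by transcript identifier were not analysed here, and neither was Cyp2u1, which had no probe set with a single symbol.

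The values were used as deposited. CCl4 was compared with oil by limma (version 3.58.1 in R 4.3.3; lmFit and eBayes), with Benjamini-Hochberg adjustment over all 23332 probe sets and a threshold of 0.05. Counts were also made at the thresholds of the study, an unadjusted p under 0.05 and a fold above 1.6. Gene lists were tested two-sided with camera of limma, with a preset inter-gene correlation of 0.01, on 1 probe set per gene and with Benjamini-Hochberg adjustment over 36 lists. The lists covered collagens and matrix proteins, activated and quiescent stellate cells, matrix proteases and inhibitors, the TGFβ pathway, the Notch pathway, Wnt, Hippo and Hedgehog targets, inflammatory cytokines and chemokines, monocytes and macrophages, Kupffer cells, T and NK cells, B and plasma cells, neutrophils, MHC class II presentation, interferon response, sinusoidal endothelium, bile duct cells, red blood cells, pancreas, fat, muscle and mesothelium, secreted hepatocyte proteins, acute phase proteins, cytochrome P450 enzymes, pericentral and periportal hepatocytes, bile acid synthesis and transport, glutathione and NRF2 targets, fatty acid synthesis, cholesterol synthesis, fatty acid oxidation, male-biased and female-biased liver genes, cell cycle, apoptosis regulators, p53 targets, endoplasmic reticulum stress and reference genes. Within a list, genes were also adjusted over the list alone.

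The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule takes the 10 genes with the largest positive and the 10 with the largest negative log2 fold change. These are taken among genes past the threshold with all 5 CCl4 arrays on one side of all 5 oil arrays. It also takes up to 4 members of each list with the smallest adjusted p and up to 2 that passed against the list median. Every gene of a panel that the study measured by PCR is taken, and so are Hadh and Cyp2u1. The study places the human forms of Hadh and Cyp2u1 beside the human region that matches the locus of lnc-LFAR1. The text names a part of the genes that the rule takes, chosen after their values were seen, and exceptions are marked where they occur.

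The procedure was tested on simulated data with the means and residual SDs of the 23332 probe sets. The noise was independent between probe sets and had the same SD in both groups. Of 100 probe sets changed by 1 on the log2 scale, 71 were recovered, and of 100 changed by 2, 100 were recovered, with 11 calls among unchanged probe sets. In the data, genes of a list were correlated (0.64 for collagens and matrix proteins), so these rates may not hold there. Alternatives were the replicate number as a block, quantile normalization, median centring, leaving out the dimmer probe sets, a variance trend with robust fitting, array quality weights, the methods' t-test, genes in place of probe sets, the mean of the probe sets of a gene, an estimated inter-gene correlation, fry, a fold above 2, and leaving out each array. A covariate built from circadian clock genes was added after the data were examined. Figures were drawn with matplotlib 3.10.9.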

Results

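Gene expression was measured in whole liver of 5 mice treated with CCl4 and 5 mice treated with oil for 6 weeks, to find the transcripts that differ between fibrotic and control livers. Every pair of arrays correlated with r between 0.959 and 0.990 across probe sets, which are not independent replicates, and no 2 arrays held identical values. The first principal component held 30.6% of the variance and placed the 5 CCl4 arrays above the 5 oil arrays, with CCl4 replicate 4 farthest out at 58.1 and oil replicate 1 at -31.5. CCl4 replicate 4 also received the lowest array quality weight, 0.459. Genes of the circadian clock differed between arrays within both groups. Dbp was 8.39 and 7.77 in oil replicates 1 and 2 and between 3.42 and 4.04 in the other 3 oil livers, whereas Arntl was 3.14 and 3.41 in those livers and between 5.38 and 6.08 in the others.

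Among genes past the threshold, Mmp12, a macrophage elastase, and Gpnmb, a glycoprotein of lipid-laden macrophages, had the largest positive log2 fold changes. Their means in oil livers lay below the array medians, where differences are compressed, so the order of such genes is uncertain. Mmp12 was 7.65 ± 2.42 (SD, n = 5) against 1.66 ± 0.18 (SD, n = 5) in oil livers, a log2 fold change of 5.99 ± 0.96 (SE). Gpnmb was 8.51 ± 1.30 (SD, n = 5) against 2.52 ± 0.10 (SD, n = 5), a log2 fold change of 5.99 ± 0.52 (SE). Lcn2, a siderophore-binding protein, rose by 4.95 and Saa3, an acute phase protein, by 4.09 on the log2 scale. Lgals3 (galectin-3) rose by 3.89, Clec7a, the receptor dectin-1, by 3.61, C3ar1, the receptor for complement C3a, by 3.30 and the proteoglycan gene Lum by 3.06. Ly6d and Atp6v0d2, which encodes a subunit of the vacuolar proton pump, rose by 4.59 and 4.14. Among the genes that fell, Mup3, a major urinary protein, changed by -4.38, Obp2a by -4.23, Fitm1 by -3.99, Susd4 by -3.93 and Cyp7b1, the oxysterol hydroxylase of bile acid synthesis, by -2.63. Mup3 belongs to a family of near-identical genes, and its probe set may not separate them. Adgrf1, Npr2, Tenm3, Rmdn2 and Lifr, the receptor for leukaemia inhibitory factor, fell by 1.59, 1.58, 1.36, 1.12 and 0.93. The limma adjusted p of these 20 genes lay between 0.00134 and 0.0410, and all 5 CCl4 arrays lay on one side of all 5 oil arrays for each, as the rule that chose them requires.

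**Figure D1:**
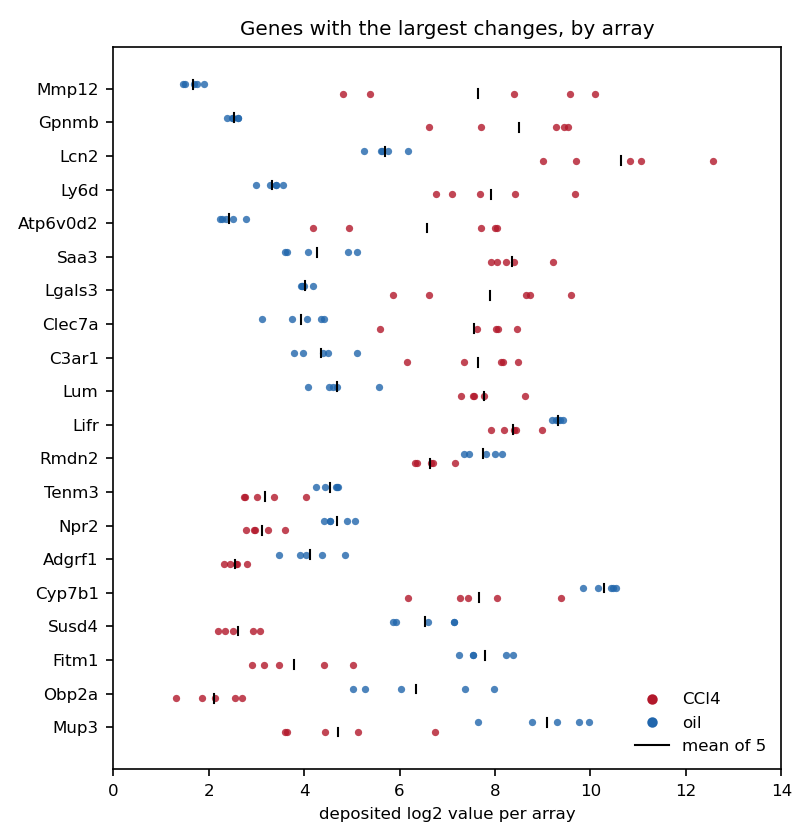
Deposited log2 value of each array (x axis, points) for the 10 genes with the largest increases and the 10 with the largest decreases (y axis) among those past the adjusted threshold whose CCl4 and oil arrays did not overlap, CCl4 in red and oil in blue. Vertical bars mark the mean of 5 arrays, and Mmp12 lies between 4.81 and 10.1 in CCl4 livers and between 1.47 and 1.89 in oil livers.

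In total, 147 probe sets were higher and 21 were lower in CCl4 livers at a limma adjusted p under 0.05. Of these, 133 had a single gene symbol, all protein coding, and 29 had no symbol. The median absolute log2 fold change was 1.5 among the higher and 1.12 among the lower. At the thresholds of the study, 597 probe sets were higher and 191 lower. The CCl4 and oil arrays did not overlap for 907 probe sets, or 3.89%, where chance gives 0.794%. The count of higher probe sets changed when single arrays were left out, with fewer arrays in each fit. It was 65 without CCl4 replicate 1, 79 without CCl4 replicate 4 and 259 without CCl4 replicate 5. It was 37, 40, 30, 85 and 30 without oil replicates 1 to 5 in that order. The count of lower probe sets was 11, 12, 13 and 40 without CCl4 replicates 1, 2, 4 and 5. It was 10, 10, 5, 9 and 7 without the oil replicates in the same order. The limma model gave both groups the same variance. However, CCl4 livers spread wider than oil livers for Mmp12 (SD 2.42 against 0.18) and the collagen list mean (0.45 against 0.17). For the MHC class II list mean they spread less (0.17 against 0.30). How far unequal spread moved these counts and the adjusted p was not tested. Of 36 genes that the naming rule takes and that passed the test, 15 passed without oil replicate 3 and 35 without CCl4 replicate 5, the lowest and highest counts with 1 array left out. With the replicate number as a block 13 passed, with the clock covariate 19, and with the methods' t-test 7.

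**Figure D2:**
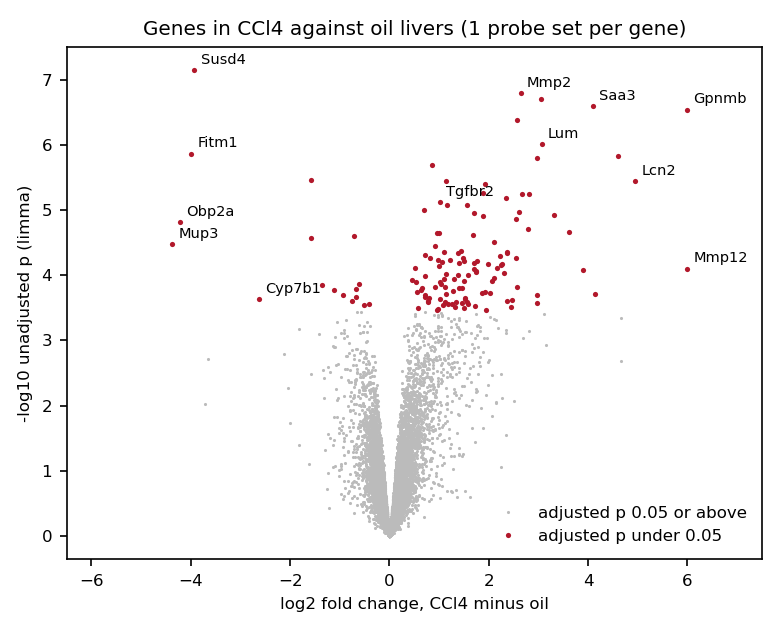
Log2 fold change of CCl4 minus oil (x axis) against -log10 of the unadjusted limma p (y axis) for 14860 genes, with genes at an adjusted p under 0.05 in red. More red points lie right of 0 than left, and Gpnmb and Mmp12 lie farthest right at 5.99.

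Matrix genes were higher together. Of 23 measured collagens and matrix proteins, 9 rose and 0 fell, and 19 were higher when adjusted over the list alone. The median log2 fold change was 0.97 (camera adjusted p = 7.37e-24, and adjusted p = 0.111 with an estimated correlation). Col1a1 and Col1a2, which encode the chains of type I collagen, rose by 2.54 ± 0.39 and 2.55 ± 0.33 (SE), Col3a1 by 2.37, Postn (periostin) by 2.37 and Col6a1 by 1.87. Of 16 markers of activated stellate cells, the matrix-producing cells of the liver, 3 rose, namely Vim (vimentin) by 2.60, Pdgfra by 1.71 and Pdgfrb by 1.40. There were 8 higher when adjusted over the list alone (median 0.63, camera adjusted p = 1.34e-07, and adjusted p = 0.111 with an estimated correlation). Acta2, which encodes α-smooth muscle actin, was 1.22 higher with a 95% confidence interval from 0.04 to 2.41 and an adjusted p of 0.422. Among 18 matrix proteases and inhibitors, Mmp2 (gelatinase A) rose by 2.65, Timp2 by 1.69, Adamts5 by 1.38 and Mmp12 as above. In this list 7 were higher when adjusted over the list alone (median 0.46, camera adjusted p = 7.05e-08, and adjusted p = 0.111 with an estimated correlation). Of 12 quiescent stellate cell markers 0 passed, with 2 higher and 3 lower when adjusted over the list alone. Ecm1 was at -0.81 with a limma adjusted p of 0.0824, and the list had a median of -0.05 (camera adjusted p = 0.216).

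The signalling pathways that the study addresses were examined as lists. Of 21 TGFβ pathway genes, Tgfbr2, the type II receptor, rose by 1.02 ± 0.12 (SE, limma adjusted p = 0.00812). A further count, adjusted over the list alone, was 7 higher genes (median 0.25, camera adjusted p = 7.47e-07, and adjusted p = 0.111 with an estimated correlation). Tgfb1 was 0.69 higher (limma adjusted p = 0.0735) and Tgfbr1 0.83 higher (limma adjusted p = 0.0929), neither past the threshold. Of 19 Notch pathway genes 0 passed over all probe sets and 1 was higher when adjusted over the list alone (median 0.03, camera adjusted p = 0.913). Notch2 was at -0.15, Notch3 at 0.07, Hes1 at -0.26, Hey2 at 0.03 and Jag1 at 0.05, with limma adjusted p from 0.646 to 0.955. The signs of Hey2 and Jag1 turned with median centring and that of Jag1 also with quantile normalization. By PCR the study reported Notch2, Notch3, Hes1 and Hey2 as higher with CCl4, in livers of other mice, injected with a control lentivirus. It reported protein increases there for Notch2, Notch3 and Hes1. The Wnt, Hippo and Hedgehog targets had a median of 0.06 (camera adjusted p = 0.80) with 0 of 11 genes past the threshold and 2 higher and 2 lower when adjusted over the list alone.

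The PCR panel comprised 24 genes, 23 with a single-gene probe set. The study measured them in differing material, including cultured stellate cells and livers of mice injected with lentivirus. The panel is therefore not a check of each gene on the same livers. In the lentivirus-injected mice the study reported Smad2 and Smad3 as raised by CCl4. Col1a1, Col1a2, Col3a1 and Mmp2 rose, 4 of 23. The panel had 8 higher when adjusted over the list alone, and 9 had an unadjusted p under 0.05. The study picked some fibrosis-related mRNAs for PCR from array results without naming them in its text, so the count adjusted over the list alone may not be independent evidence. Timp1 was 1.25 higher with an adjusted p of 0.468 (limma), and Ccn2 (connective tissue growth factor) 0.63 higher with an adjusted p of 0.665. For Timp1, CCl4 replicate 2 lay 3.29 above the mean of the other CCl4 livers, and for Ccn2, CCl4 replicate 4 lay 2.27 above it. Smad2 was at 0.09, Smad3 at 0.04, Mmp9 at 0.04, Mmp10 at 0.02, Tnf at 0.03, Il1b at 0.38, Ccl2 at 0.47, Col4a5 at 0.24 and Bad at 0.11, with limma adjusted p from 0.157 to 0.978. Quantile normalization turned the signs of Smad2, Smad3 and Mmp10, and median centring those of Smad3, Mmp9, Mmp10 and Tnf. Hadh, whose human form the study places beside the human region matching lnc-LFAR1, was at 0.13 with a limma adjusted p of 0.795.

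Among the immune lists, macrophage markers had the largest median. Of 15 monocyte and macrophage markers, 4 rose and 14 were higher when adjusted over the list alone (median 1.83, camera adjusted p = 2.83e-16, and adjusted p = 0.111 with an estimated correlation). Gpnmb and Clec7a rose as above, with Trem2, a lipid-sensing receptor of macrophages, at 2.58 and Cd68 at 2.31. Neutrophil markers were higher as a list (median 0.47, camera adjusted p = 0.00215, and adjusted p = 0.223 with an estimated correlation), with 0 of 11 past the threshold, 1 higher when adjusted over the list alone, and Csf3r at 0.54. MHC class II genes were higher as a list (median 0.62, camera adjusted p = 0.00506, and adjusted p = 0.223 with an estimated correlation), with 0 of 5 past the threshold, 3 higher when adjusted over the list alone, H2-Aa at 1.20 and Cd74 at 1.03. The chemokine gene Cxcl16 rose by 1.30, 1 of 20 cytokines and chemokines. Adjusted over the list alone, 2 were higher (median 0.10, camera adjusted p = 0.0826). Lists for Kupffer cells (median 0.00, camera adjusted p = 0.549), T and NK cells (median -0.03, camera adjusted p = 0.243), B and plasma cells (median 0.08, camera adjusted p = 0.349) and interferon response (median 0.27, camera adjusted p = 0.0597) did not pass. They had 0 genes past the threshold, and 1, 0, 1 and 0 higher when adjusted over the list alone. Interferon response passed without CCl4 replicate 4 (0.00224), CCl4 replicate 5 (0.0345) or oil replicate 4 (0.0215), and cytokines and chemokines without CCl4 replicate 4 (0.0143) or oil replicate 2 (0.0492), as camera adjusted p. Without CCl4 replicate 2 the camera adjusted p was 0.548 and 0.328. That array lay at 1.24 for interferon response relative to oil livers, against -0.18 to 0.29 in the other CCl4 livers. Interferon response also passed with quantile normalization (0.0419), median centring (0.0169) and array quality weights (0.0231), and cytokines and chemokines with median centring (0.0492), among the brighter probe sets (0.0139) and with array quality weights (0.0315). Lists for sinusoidal endothelium (median 0.04, camera adjusted p = 0.913), bile duct cells (median 0.04, camera adjusted p = 0.913), red blood cells (median -0.01, camera adjusted p = 0.549), and pancreas, fat, muscle and mesothelium (median 0.07, camera adjusted p = 0.831) did not pass either. In the last of these Cela1, an elastase of the pancreas, fell by 0.75, against the list median, and was the 1 gene past the threshold in these 4 lists. There was 1 lower red blood cell gene when adjusted over the list alone, and the last list had 1 higher and 1 lower. The median and mean of the sinusoidal list were positive where camera gave a negative direction, and the mean of the pancreas, fat, muscle and mesothelium list was -0.01.

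**Figure D3:**
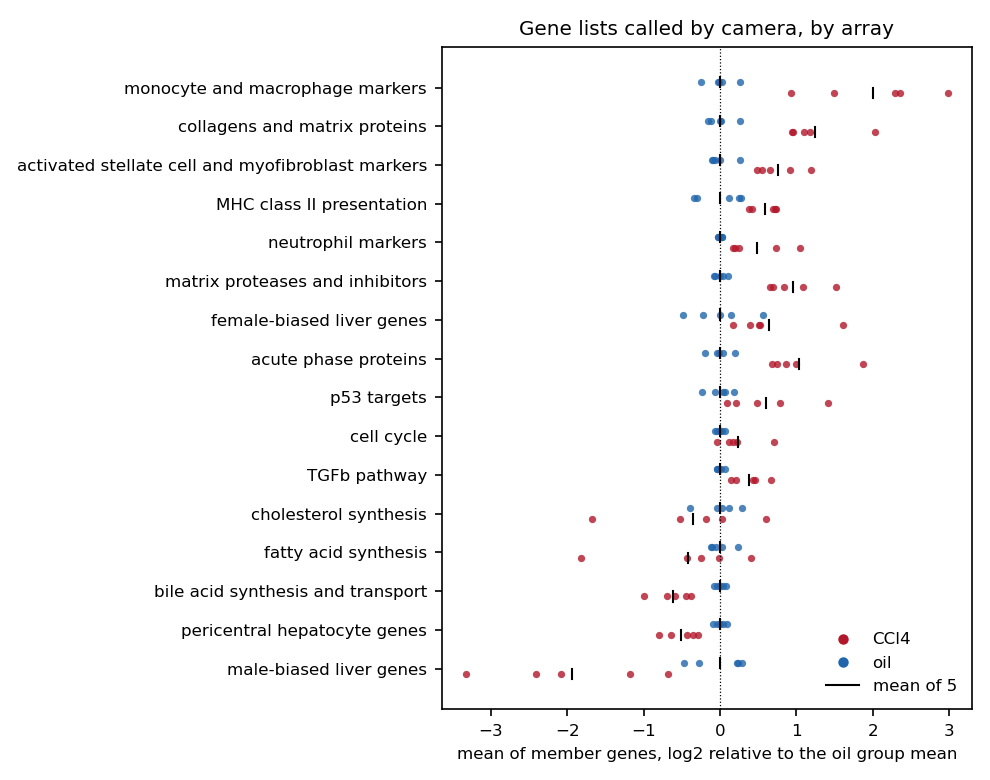
Mean of the member genes of each array (x axis, log2 relative to the oil mean) for the 16 gene lists that camera called (y axis), CCl4 in red and oil in blue, with vertical bars at the mean of 5 arrays. The collagen list lies between 0.95 and 2.03 in CCl4 livers and between -0.16 and 0.26 in oil livers, and CCl4 replicate 4 lies apart at -1.82 for fatty acid synthesis.

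Lists of liver functions moved in both directions, and whole liver does not show which cells a change came from. Acute phase proteins were higher (median 0.45, camera adjusted p = 6.21e-07, and adjusted p = 0.266 with an estimated correlation), with Lcn2 and Saa3, 2 of 18, past the threshold and 7 higher when adjusted over the list alone. Without CCl4 replicate 2 the median was 0.30. Crp, Fga, Fgb and Fgg of the acute phase list, named outside the rule, lay between 0.05 and 0.10 (limma adjusted p from 0.880 to 0.939). Genes of bile acid synthesis and transport were lower (median -0.38, camera adjusted p = 8.54e-06, and adjusted p = 0.0968 with an estimated correlation), with Cyp7b1 alone of 18 past the threshold and 6 lower when adjusted over the list alone. Slco1a1, an organic anion transporter, was at -3.66 with an adjusted p of 0.108 (limma), and Cyp27a1, a sterol hydroxylase, at -0.53. Pericentral genes were lower (median -0.40, camera adjusted p = 1.65e-04, and adjusted p = 0.0968 with an estimated correlation), with 0 of 13 past the threshold, 6 lower when adjusted over the list alone, and glutamine synthetase (Glul) at -1.08. Male-biased genes were lower (median -1.10, camera adjusted p = 9.11e-08, and adjusted p = 0.111 with an estimated correlation), with Cyp7b1 alone of 7 past the threshold and 6 lower when adjusted over the list alone. Female-biased genes were higher (median 0.45, camera adjusted p = 0.0305, and adjusted p = 0.223 with an estimated correlation), with 0 of 9 past the threshold and 1 higher when adjusted over the list alone. The female-biased call was lost without CCl4 replicate 3 (0.0768), oil replicate 3 (0.0512) or oil replicate 5 (0.0582), as camera adjusted p. The female-biased median was 0.26 without CCl4 replicate 4, 0.76 without oil replicate 2 and 0.27 without oil replicate 5. The call was also lost among the brighter probe sets (0.0967), with the clock covariate (0.0854) and with fry (0.0604).

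Genes of fatty acid synthesis were lower as a list (median -0.37, camera adjusted p = 0.00708, and adjusted p = 0.558 with an estimated correlation), with 0 of 16 past the threshold. Genes of cholesterol synthesis were lower as a list (median -0.34, camera adjusted p = 0.00562, and adjusted p = 0.60 with an estimated correlation), with 0 of 18 past the threshold, and both had 0 when adjusted over the list alone. CCl4 replicate 4 lay apart in both, at -1.82 and -1.67 relative to oil livers. Without it the medians were -0.083 and -0.032 and the camera adjusted p was 0.310 and 0.642. Without CCl4 replicate 1 the cholesterol median was -0.61, and without oil replicate 1 the camera adjusted p of that list was 0.0622. Both calls were also lost with quantile normalization (0.0564 and 0.0536), median centring (0.0620 for both), array quality weights (0.0554 and 0.0864) and fry (0.444 and 0.458). Cell cycle genes were higher as a list (median 0.28, camera adjusted p = 4.07e-04, and adjusted p = 0.558 with an estimated correlation), with 0 of 25 past the threshold and 1 higher when adjusted over the list alone. CCl4 replicate 2 lay highest in this list, at 0.70 relative to oil livers against -0.04 to 0.23 in the other CCl4 livers, and without it the median was 0.11 (camera adjusted p = 0.0120). The p53 targets were higher as a list (median 0.31, camera adjusted p = 3.01e-04, and adjusted p = 0.301 with an estimated correlation), with 0 of 13 past the threshold and 0 when adjusted over the list alone. CCl4 replicate 4 lay highest for p53 targets, at 1.42 relative to oil livers against 0.10 to 0.79 in the other CCl4 livers. Without it the camera adjusted p was 0.00224. Mki67, a proliferation marker, was at 0.80 with a limma adjusted p of 0.107. The cell cycle call was lost among the brighter probe sets (0.247) and with fry (0.245), and the p53 call with fry (0.116). Lists for secreted hepatocyte proteins (median -0.08, camera adjusted p = 0.0597), cytochrome P450 enzymes (median -0.14, camera adjusted p = 0.216), periportal genes (median 0.11, camera adjusted p = 0.549) and glutathione and NRF2 targets (median -0.08, camera adjusted p = 0.224) did not pass. Adjusted over the list alone they had 0, 1, 2 and 0 higher and 0, 0, 1 and 1 lower genes. Lists for fatty acid oxidation (median 0.18, camera adjusted p = 0.127), apoptosis regulators (median 0.00, camera adjusted p = 0.378), endoplasmic reticulum stress (median -0.27, camera adjusted p = 0.0597) and reference genes (median 0.01, camera adjusted p = 0.913) did not pass. These had 0, 0, 1 and 1 higher genes when adjusted over the list alone. Secreted hepatocyte proteins passed without CCl4 replicates 1, 2 or 3 or oil replicates 1, 2 or 5 (camera adjusted p from 0.0165 to 0.0485), and with median centring (0.0434). Endoplasmic reticulum stress passed without CCl4 replicate 2 (0.0296), oil replicate 3 (0.0157) or oil replicate 4 (0.0235). It also passed with the replicate number as a block (0.0203), among the brighter probe sets (0.0339) and with the clock covariate (4.93e-04). Fatty acid oxidation passed with quantile normalization (0.0107) and the clock covariate (0.0189). The mean of the cytochrome P450 list was 0.34, against a negative median and a negative direction in camera. In all, camera called 16 of 36 lists, 11 higher and 5 lower, and 0 with an estimated correlation, where the smallest adjusted p was 0.0968. The alternative test fry called 11 lists, all among these 16.

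The counts of list members past the threshold over all probe sets changed when single arrays were left out. Without CCl4 replicates 1 to 5, in that order, 5, 13, 7, 8 and 11 collagens and matrix proteins rose, and without oil replicates 1 to 5 it was 4, 3, 3, 9 and 3. For activated stellate cell markers the counts were 2, 3, 3, 3 and 3, then 1, 1, 1, 3 and 1. For matrix proteases and inhibitors they were 2, 4, 4, 3 and 5, then 1, 2, 1, 3 and 1. For macrophage markers they were 2, 3, 5, 2 and 10, then 2, 2, 1, 2 and 2. With the replicate number as a block each of these 4 lists had 1, and with the clock covariate, chosen after the data were examined, they had 4, 1, 2 and 2. The TGFβ pathway had 3 without CCl4 replicate 3 and 2 without CCl4 replicate 5, and acute phase proteins had 3 without CCl4 replicate 2 or 5, and neither count changed with the other arrays left out, the block or the clock covariate. Cyp7b1 lost its call without 9 of 10 arrays, all but CCl4 replicate 5, and its log2 fold change was -2.26 without CCl4 replicate 4. Without CCl4 replicate 5, 2 genes of bile acid synthesis and transport and 4 male-biased genes fell. Cela1 lost its call without 9 arrays, all but CCl4 replicate 3, and Cxcl16 without 7, all but CCl4 replicates 2 and 5 and oil replicate 4. All 3 genes also lost it with the block and with the clock covariate. Other named genes were as sensitive to single arrays. Lifr lost its call without 9 arrays, Atp6v0d2, Rmdn2, Tenm3 and Trem2 without 8, and Mmp12, Lgals3, Cd68 and Col3a1 without 7. Col1a1, Adamts5 and Pdgfrb lost it without 5. Of lists with 0 past the threshold, Notch pathway, Kupffer cells, cell cycle, endoplasmic reticulum stress and reference genes had 1 higher without CCl4 replicate 5. Cytochrome P450 enzymes had 1 higher and 1 lower and pericentral genes 1 lower without CCl4 replicate 4, and quiescent stellate cell markers had 1 lower without CCl4 replicate 3 and 1 higher without oil replicate 4.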

Values the study reported

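The study reported that 266 lncRNAs and 1007 mRNAs were higher in fibrotic livers and that 447 lncRNAs and 519 mRNAs were lower.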

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

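The tests that weigh CCl4 replicate 4 were chosen after the values of the arrays were seen. Of 258 groups of 5 arrays tested for 93 genes and 36 lists, 21 held an array far from the other 4. Independent tests would give about 1 in 20, or 12.9, by chance, and 8 of the 21 were CCl4 replicate 2. The tested genes overlap and correlate with the lists, and were chosen after their values were seen. These counts therefore cannot be weighed against chance. All values below are log2 differences of the outlying array from the mean of the other 4 arrays of its group.

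CCl4 replicate 2 lay above the other CCl4 livers for Timp1 by 3.29, Col1a2 by 1.68, Col6a1 by 0.94, Pdgfrb by 0.87 and Col4a5 by 0.21, and for the list means of collagens and matrix proteins by 0.98, acute phase proteins by 1.05, and inflammatory cytokines and chemokines by 0.82. CCl4 replicate 4 lay apart for Ccn2 by 2.27, Cyp1a2 by -1.74, female-biased liver genes by 1.21 and secreted hepatocyte proteins by -0.32. CCl4 replicate 3 lay apart for Cela1 by 0.46 and CCl4 replicate 5 for Abcd2 by -0.99. Oil replicate 1 lay apart for Acot2 by -1.16 and Jag1 by -0.54, oil replicate 2 for F11 by -1.22 and Gusb by 0.24, and oil replicate 4 for Serpina12 by 0.87, Lgals3 by 0.21 and activated stellate cell markers by 0.33.

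In CCl4 replicate 4 the 34 genes of fatty acid and cholesterol synthesis lay 1.70 below the other CCl4 livers. Evenly fewer hepatocytes in the sample as the whole cause is argued against by 32 secreted and periportal hepatocyte genes. Of these, 100% lay above -1.70 there, with a median of -0.066. The 2 lists pooled here moved oppositely in this array. Relative to oil livers the mean of the secreted genes was -0.39 and that of the periportal genes 0.46. These genes cannot weigh a loss of pericentral hepatocytes. The mean of the pericentral list was -0.80 there relative to oil livers, against -0.64 to -0.29 in the other CCl4 livers. A poor array stays open, since this array had the lowest quality weight of the 10, 0.461 with the lipid synthesis genes left out. The same array lay above the other CCl4 livers for the list means of sinusoidal endothelium, at 0.70 against at most 0.16 relative to oil livers, and of Kupffer cells, at 0.64 against at most 0.35. The design gives no group for this mouse, and beyond the share of hepatocytes no biological explanation was tested.

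For the probe sets higher and lower at an adjusted p under 0.05, 1 of 100 splits gave as many, the real one. It had 147 and 21 against at most 1 in any other, which argues against chance. The splits were drawn from only 126 possible ones, so chance is not excluded. The other splits also mix CCl4 and oil arrays, so a real difference adds to the spread within their groups and lowers their counts. For probe sets higher at the thresholds of the study, 1 of 100 splits gave as many, with 597 against at most 497. For the 191 lower ones, 16 of 100 splits gave as many, at most 497. Each other split was counted in its larger direction and the real one in its lower direction alone. This unlike comparison cannot decide whether chance gives 191, so chance was not excluded there. Nor was it excluded for the 16 called lists, since 5 of 100 splits gave as many, at most 20. The 4 other splits with 16 or more lists each kept 4 CCl4 arrays together.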

How the results depend on the processing

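The labels do not say whether the replicate numbers pair the mice. Deviations of same-numbered arrays correlated between -0.04 and 0.16, 1 of 5 pairs over 0.1, and 2 of 5 CCl4 arrays were closest to their own number. The score of circadian clock genes, given below, was highest in replicates 1 and 2 of both groups. A factor shared by replicate number is therefore not excluded. With the replicate number as a block, 30 probe sets were higher and 6 lower, and the adjusted p of the sinusoidal endothelial list was 0.772 and of the bile duct list 0.892, each with the direction turned. Across the other settings the higher count became 251 and the lower 47 among the brighter probe sets, where fewer are tested, 12 and 2 with the methods' t-test after Benjamini-Hochberg adjustment, and 42 and 7 with the clock covariate, chosen after the data were examined. The lower count was 39 with quantile normalization, 36 with median centring and 35 for genes in place of probe sets. At the thresholds of the study a fold above 2 left 328 and 68. With an estimated correlation 0 lists were called, and the adjusted p was 0.111 for collagens and matrix proteins, activated stellate cell markers, matrix proteases and inhibitors, and the TGFβ pathway. With fry 11 lists were called, and the fry adjusted p of each of those named was 0.0119. Leaving out each array gave 30 to 259 higher and 5 to 40 lower probe sets, with fewer samples in each, and the counts at the study's thresholds and of called lists stayed within 1.5 times. No named gene past the threshold changed sign. Directions that turned belonged to lists and genes near 0 that no setting called, and the cause was not tested. The sinusoidal endothelial list turned with quantile normalization (0.791), median centring (0.848), fry (0.882) and the clock covariate (0.459), the Notch list with quantile normalization (0.938), and among the brighter probe sets the bile duct (0.386), pancreas, fat, muscle and mesothelium (0.783) and reference gene (0.991) lists, all as adjusted p. Quantile normalization gave log2 fold changes of -0.0016 for Mmp10, -0.00084 for Smad2, -0.044 for Smad3 and -0.028 for Jag1. Median centring gave -0.021 for Mmp9, -0.041 for Mmp10, -0.020 for Smad3, -0.023 for Hey2, -0.011 for Jag1 and -0.028 for Tnf, and the clock covariate -0.0041 for Mmp10 and -0.10 for Tnf. Without single arrays the adjusted p ranged from 0.716 to 0.983 for the Notch list, 0.249 to 0.919 for Kupffer cells, 0.310 to 0.974 for sinusoidal endothelium, 0.789 to 0.996 for bile duct cells and 0.661 to 0.958 for reference genes, and log2 fold changes from -0.046 to 0.020 for Epb42, -0.020 to 0.071 for Mmp9, -0.026 to 0.052 for Mmp10, -0.011 to 0.110 for Smad3, -0.033 to 0.074 for Hey2, -0.060 to 0.132 for Jag1 and -0.074 to 0.122 for Tnf. Over all settings that kept the 10 arrays, named genes lost a call 71 times and gained one 18 times, and lists lost 30 and gained 12. With single arrays left out, named genes lost 125 and gained 15, and lists lost 6 and gained 14. The methods' t-test gives no test of lists. Without detection calls, signal over background could not be set against dim genes.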

Other observations

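The genes in this paragraph were chosen after their values were seen. Lpl, which encodes lipoprotein lipase, rose by 2.97, Cd36, a fatty acid receptor, by 2.68, Ctss (cathepsin S) by 2.79, Ctsd (cathepsin D) by 1.12 and Lgmn (legumain) by 1.39 on the log2 scale, with limma adjusted p between 0.00702 and 0.0426. The metallothionein genes Mt1 and Mt2 were 3.14 and 4.67 higher with adjusted p of 0.0865 and 0.0563, and H19, a lncRNA of the fetal liver, was 1.65 higher with an adjusted p of 0.202. Of 29 called probe sets without a gene symbol, 27 were higher.

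The tests that weigh explanations for the clock genes and for the male-biased genes were chosen after the result was seen, except the permuted scores. A clock score was taken as the mean of 6 evening genes minus the mean of 5 morning genes. It was 2.14 and 1.74 in oil replicates 1 and 2 and between -1.93 and -1.45 in the other 3 oil livers. In CCl4 replicates 1 and 2 it was 2.29 and 2.06, and in the other CCl4 livers between -0.25 and 0.73. The oil livers received no CCl4, so treatment does not account for the range among them, 4.06. The difference between group means was 1.28 (exact permutation p = 0.214, two-sided). Array brightness or quality is argued against because evening and morning genes lay on opposite sides of their group means in 10 of 10 arrays. A different time of day at sampling may account for it, and 100% of 30 pairs of an evening and a morning gene varied oppositely, but no sampling time was used here, so this cannot be told apart from other causes of a shifted clock. The fall to 49 called probe sets with the clock score as covariate is no evidence of a clock effect on the comparison, since 23 of 100 permuted scores left as few.

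The fall of male-biased genes (median -1.10) is weighed against 3 explanations. An even loss or dilution of hepatocytes as the whole cause is argued against by 32 secreted and periportal hepatocyte genes. Of these, 93.8% had a 95% confidence interval above -1.10. These genes cannot weigh a loss of pericentral hepatocytes, whose list was also lower (median -0.40), so that stays open. CCl4 replicate 4 alone is argued against by a median of -0.87 without it, where the members lay between -3.42 and -0.46. Time of day, only as far as the clock score measures it, is argued against by a median of -1.37 with that score as covariate. This median and that of -1.10 are both the value of Nudt7 (limma adjusted p = 0.527). With the score the members lay between -3.61 and -0.39. The falls of Elovl3 (-2.48 against -3.72), Cyp2d9, Serpina12 and Slco1a1 were smaller with the score. Those of Nudt7 (-1.37 against -1.10), Cyp7b1 and C6 were larger. The list call was lost with an estimated correlation and kept with fry (adjusted p = 0.0132). An effect of the CCl4 treatment on sex-biased expression may be the reason for the fall, which stays a hypothesis that no group here tests. Livers of female mice given CCl4 or oil would test it.

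At the thresholds of the study, 597 probe sets were higher and 191 were lower, 452 and 106 of them of single protein-coding genes. Both counts are lower than the mRNA counts quoted from the study above. The comparison is of unlike sets, since these are limma counts that include 104 and 63 probe sets without a symbol. The study counted mRNAs apart from lncRNAs. With the methods' t-test at the same thresholds, 545 were higher and 155 lower, 423 and 88 of them of single protein-coding genes.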
